A study of Mus musculus with 16 samples. Its data were reported in "Targeting lymphoid-derived IL-17 signaling to delay skin aging" (2023).

How the data were processed

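Gene expression was measured by bulk RNA sequencing of epidermal cells from aged C57BL/6J mice that had received control IgG or blocking antibodies against the cytokines IL-17A and IL-17F. The authors prepared stranded poly(A) libraries, sequenced single-end reads, aligned them to the mouse genome mm10 with STAR 2.5.2b and counted them per gene with featureCounts and its built-in annotation. The deposited values are raw counts per Entrez gene, with no normalization. According to the methods of the study, a read overlapping several genes was counted for each of them, reads mapping to several places were not counted, and duplicates were kept. Near-identical genes such as Hba-a1 and Hba-a2 lose the reads they share, so their levels are uncertain. The strand setting of the counting is not given in the sources used here. Counts are therefore uncertain where exons overlap a gene on the opposite strand. This overlap was checked for the genes of smallest p, the IL-17 genes, those the study names and the sex-linked genes. It was not checked for other members of the gene lists. Besides Xcl1 and Xist, it was found for Man1a (1.5% of exonic sequence), Ksr1 (2.6%) and Tnk2 (1.2%). Of 27179 gene identifiers, 25275 (93.0%, holding 98.0% of the counts) were matched to a symbol in the RefSeq annotation of the same build (GRCm38), which also gave the coordinates.

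The deposited table holds 16 columns for 8 mice, because each library was sequenced in 2 batches. The labels give both columns of a mouse the same library identifier and index. The runs were therefore summed, leaving 4 mice per group. The chi-square statistic per gene between the runs of a mouse was 0.996 to 1.06, close to sampling noise, against 12.1 to 41.4 between mice of a group in batch 1. Totals per mouse were 42816157 to 53721153 counts. At this depth counting error is small for most genes, but it limits genes such as Il17a and Ccl5. Intervals given for such genes are exact Poisson intervals at 95% and cover counting error only, since reads carried no molecular identifiers.

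The groups were compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) after TMM normalization and the filterByExpr filter (minimum count 10, minimum total count 15), which kept 16335 of the 21658 genes with any count. A gene was called at a Benjamini-Hochberg adjusted p below 0.1, the level the study used. Levels are CPM, the count of a gene relative to the total count of the mouse scaled by its TMM factor, given as mean ± SD over 4 mice, and log2 fold changes are anti-IL-17A/F relative to control IgG with their standard error (SE). DESeq2 1.42.0, also with a threshold on the shrunken fold change as in the study, and limma-voom with sample weights (limma 3.58.1) served as alternatives. The study also used experimental batch as a covariate, and the sources used here do not say which samples each batch held. The labels give sequencing batches only, and each mouse is in both, so that batch can be a term only where the 16 runs are kept apart. All p-values are two-sided.

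The groups, the main tests, most alternatives and 36 gene lists were fixed before the data were examined, and tests and alternatives added later are named as such. The lists covered cytokine, NF-κB, interferon, Wnt and wound-healing genes, states of the epidermis, and markers of other cell types. Of these, 32 lists with 3 or more measured genes were tested with fry on log2 CPM (prior count 2), adjusted over the lists and called below 0.1. Camera with a preset correlation of 0.01 and with an estimated correlation were alternatives. The sex-linked list and the list of genes named by the study were not tested as sets. The mitochondrially encoded list had 0 of its 9 genes in the table, and the granulocyte and mast cell list had 1 measured gene of 13, so neither was tested. A list mean is the mean over its genes of log2 CPM, each centred on its mean over the 8 mice, and was compared with an exact permutation test. The smallest p that test can give with 4 mice against 4 is 0.0286.

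Named genes followed a fixed rule. Among called genes averaging at least 1 CPM with no overlap between the groups, the largest changes in each direction were to be named. Where none were called, the 5 genes per direction with the smallest unadjusted p and no overlap were named as values that did not pass, passing over genes without a symbol. To these were added Il17a, Il17f, Il17ra and Il17rc, the genes the study names, up to 4 members of each described list with the smallest p, and sex-linked genes as a check of the samples. A gene that this rule takes from the B and plasma cell list is not reported here.

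The tests were checked on simulated counts for this comparison, drawn for 16335 genes from the measured means, dispersions and library sizes with a set of genes changed by known folds. Over 3 simulations edgeR recovered 7.33% of the genes changed 1.2-fold, 54% at 1.5-fold, 81.3% at 2-fold and 92.7% at 3-fold, and 7.35% of its calls were unchanged genes. DESeq2 recovered 16%, 64%, 85.3% and 94.7% at these folds, but 33.4% of its calls were unchanged genes. The simulated genes were drawn independently, while measured genes of a list were correlated (median estimate 0.33). These shares therefore need not hold for the measured mice.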

Results

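Epidermal cells were profiled from 8 aged mice, 4 treated with control IgG and 4 with anti-IL-17A/F. Treatment began at 73 weeks of age, with 3 injections a week for 12 weeks. The total was 50533151 to 53721153 counts in the control mice and 42816157 to 52255040 in the anti-IL-17A/F mice. The lowest total belonged to anti-IL-17A/F mouse 2, whose run in batch 2 gave 8182396 counts. Between 19427 and 19727 genes were detected per mouse. The most abundant gene in every mouse was Krt10, a keratin of differentiating keratinocytes, with 1.15% to 1.43% of the counts. Xist, the RNA of the inactive X chromosome, was at 1853 ± 98.3 CPM in control and 1947 ± 248 CPM in anti-IL-17A/F mice (SD, n = 4 each), and part of its exonic sequence is overlapped by Tsix on the opposite strand. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together had at most 1 count in any mouse.

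The first question was how the targets of the treatment were expressed. The receptor subunit genes had similar levels in both groups. Il17ra was at 40.8 ± 2.15 CPM in control and 40.5 ± 2.40 CPM in anti-IL-17A/F mice (log2 fold change -0.0092, SE 0.060), and Il17rc was at 226 ± 23.0 and 209 ± 17.0 CPM (-0.11, SE 0.084). The Il17rc value was -0.036 without control mouse 2 and -0.15 without control mouse 3. Neither passed the edgeR test, with adjusted p of 0.995 and 0.984. The ligand transcripts were too rare to pass the filter. Il17a (chromosome 1, 20730905 to 20734496) had 10 counts over the control mice and 21 over the anti-IL-17A/F mice, a ratio of 2.22 per total count (95% interval 1.00 to 5.27). Il17f (chromosome 1, 20777146 to 20785274) had 22 and 8 counts, a ratio of 0.384 (0.148 to 0.896). Anti-IL-17A/F mouse 4 gave 11 of the 21 Il17a counts. The log2 ratio of Il17a was 1.15, 0.51 without that mouse and 1.74 without control mouse 4. Control mouse 4 gave 16 of the 22 Il17f counts, and without it the log2 ratio was 0.086. The intervals leave out the spread between mice. With no filter edgeR gave unadjusted p-values of 0.157 for Il17a and 0.202 for Il17f. Neither difference was thus told apart from that spread, and with so few counts the test decides little.

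The main comparison asked which epidermal genes differ after IL-17A/F blockade in aged mice. The genes with the smallest p and higher values under anti-IL-17A/F were Man1a, an enzyme that trims mannose from glycoproteins, Cgnl1, a junction protein, Pclo, Lrrn3 and Strip2. Man1a (chromosome 10, 53904785 to 54076616) was at 16.6 ± 2.05 CPM in control and 23.1 ± 1.08 CPM in anti-IL-17A/F mice, a log2 fold change of 0.48 (SE 0.089). Cgnl1 (chromosome 9, 71626507 to 71809300) was at 73.5 ± 6.29 and 102 ± 12.0 CPM (0.47, SE 0.089). The log2 fold changes of Pclo, Lrrn3 and Strip2 were 0.75, 0.61 and 0.84. Lower values were found for Ksr1, a scaffold of the MAP kinase pathway, Spata13, Lrrc9, Tnk2 and Gpt. Ksr1 (chromosome 11, 79013440 to 79146533) was at 38.5 ± 2.13 and 30.9 ± 1.76 CPM (-0.32, SE 0.061), and the other 4 genes had log2 fold changes of -0.29, -1.01, -0.20 and -0.28. All 10 genes were chosen for values without overlap between the groups, so that separation is no result. None passed the edgeR test (adjusted p = 0.984 for each). DESeq2 called 9 of them, all but Gpt, at adjusted p of 0.0141 to 0.0982.

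Across 16335 genes edgeR called 0 at an adjusted p below 0.1, with a smallest adjusted p of 0.984. An unadjusted p below 0.05 was reached by 658 genes (4.03%), 401 higher and 257 lower, where 817 (5%) would be reached with no difference. The groups did not overlap in 395 genes (2.42%), where chance gives 2.86%. DESeq2 called 11 genes, 7 higher and 4 lower, which were those 9 with Fn1 and Pdgfc, limma-voom called 0, and DESeq2 with the study's fold threshold called 0. The study also used experimental batch as a covariate, whose assignment to the mice is not given in the sources used here, so this 0 does not come from its full model. If that batch is the labelled sequencing batch, the nearest fit keeps the 16 runs apart with batch as a term, and the study's thresholds then called 11 genes, but each mouse counts as 2 samples in it. The count by DESeq2 ranged from 0 without control mouse 2 to 121 without control mouse 1.

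**Figure D1:**
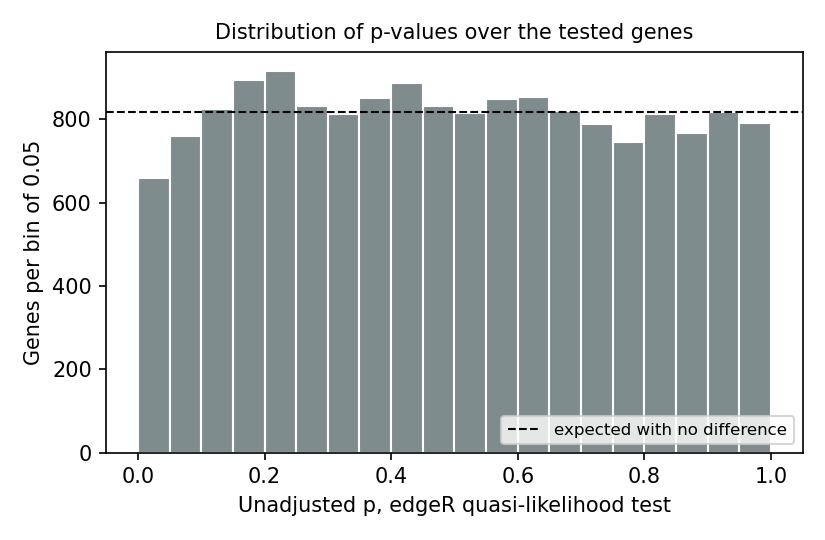
Histogram of the unadjusted p-values of the edgeR test over 16335 genes, in 20 bins of 0.05 along the horizontal axis, with the number of genes per bin on the vertical axis. The lowest bin holds 658 genes, below the dashed line at 817 that marks the number with no difference.

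The study named 5 genes for this comparison from these same samples, so their direction here is not independent evidence. It gave Ccl5, Cxcr3, Xcl1 and Tnf as lower after the blockade and Wnt7a as higher. Ccl5, a chemokine made by T cells (chromosome 11, 83525778 to 83530518), was at 0.677 ± 0.290 CPM in control and 0.211 ± 0.0859 CPM in anti-IL-17A/F mice, a log2 fold change of -1.69 (SE 0.41). It rested on 140 counts over the control mice and 41 over the anti-IL-17A/F mice, and its values overlapped, with 0.297 CPM in the lowest control mouse and 0.326 CPM in the highest anti-IL-17A/F mouse. The chemokine receptor gene Cxcr3 was at 1.21 ± 0.514 and 0.746 ± 0.132 CPM (-0.69, SE 0.30). The chemokine gene Xcl1 was at 9.28 ± 2.61 and 7.25 ± 1.68 CPM (-0.36, SE 0.22), and 18.7% of its exonic sequence overlaps a gene on the opposite strand, so its count is uncertain. Tnf, a proinflammatory cytokine gene, was at 6.20 ± 3.77 and 4.26 ± 1.65 CPM (-0.54, SE 0.46). Wnt7a, a Wnt ligand gene (chromosome 6, 91363981 to 91411353), was at 3.29 ± 0.432 and 5.36 ± 1.11 CPM (0.70, SE 0.17), without overlap. None of the 5 passed edgeR over all genes (adjusted p = 0.984 for each). Adjusted over the list alone, 3 passed, Ccl5 and Wnt7a at 0.00686 and Cxcr3 at 0.0795, which is not independent evidence because the study chose them on these samples. Of the genes the study examined for binding of the NF-κB subunit p65, which it found bound or unbound depending on gene and treatment, Krt14, Evpl, Crlf2, Dll1 and Il23a had log2 fold changes of -0.11, -0.075, -0.13, -0.055 and -0.046. None of these passed, and Il9 was below the filter. The gene name Il123a, as the study prints it, was read here as Il23a.

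**Figure D2:**
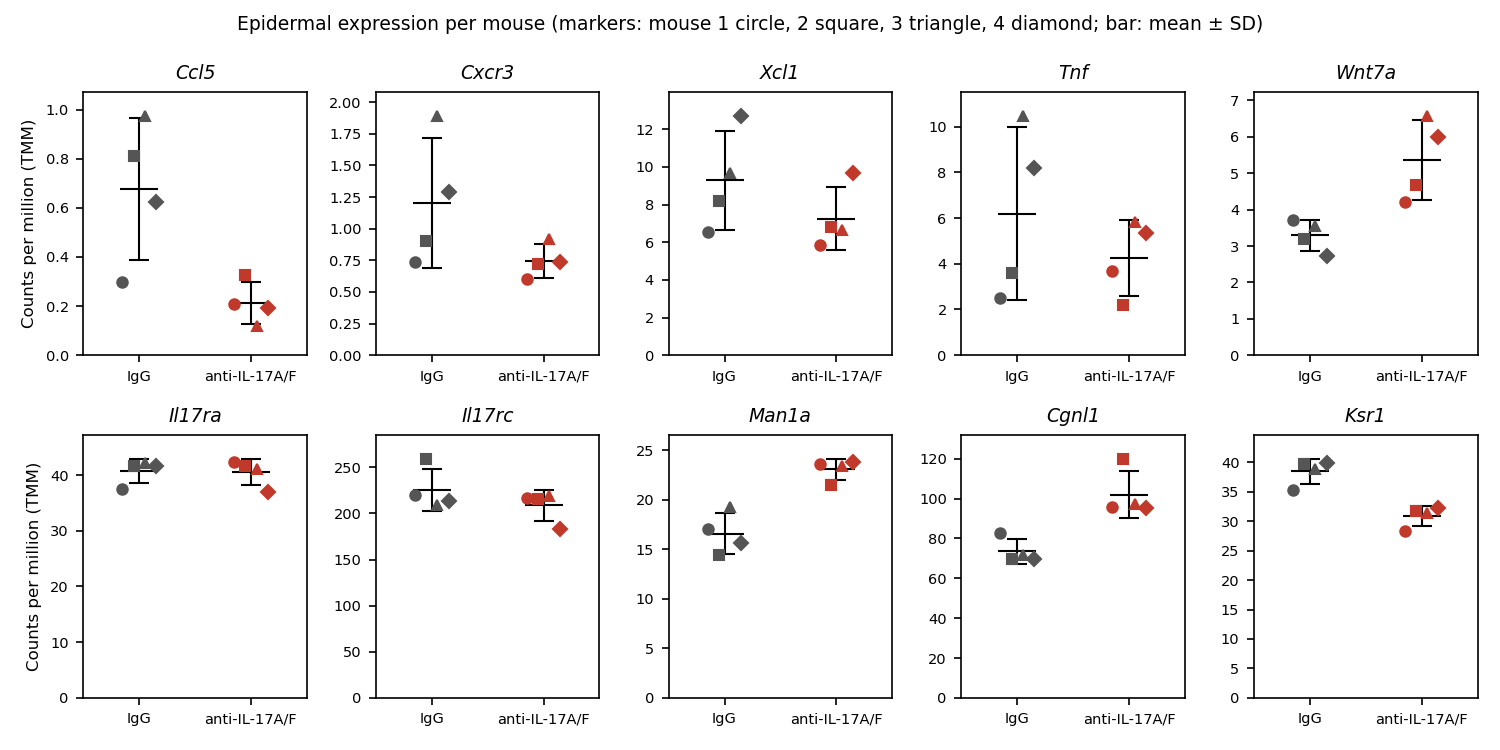
CPM per mouse (vertical axes) for the 5 genes named by the study, the IL-17 receptor genes and 3 genes with the smallest p, in control IgG (grey) and anti-IL-17A/F (red) mice, with bars for mean and SD. Wnt7a separates the groups, and so do Man1a, Cgnl1 and Ksr1, which were chosen for values without overlap. Ccl5, Cxcr3, Xcl1, Tnf and both receptor genes overlap.

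Inflammatory gene groups did not all lean the same way, and fry called none of them. Of 15 measured IL-17 target genes of keratinocytes, 8 were lower and 7 higher. They included Lcn2, an antimicrobial protein gene (-0.99, SE 0.37), Zc3h12a (-0.46, SE 0.20), Il1f9, the gene of IL-36γ (-0.42, SE 0.18), and in the other direction Lrg1 (1.15, SE 0.45). Another 12 members, among them Defb4, Cxcl5, Csf3 and Il19, were below the filter. Of the 10 measured genes of the IL-17 axis 7 were lower, with Il17rd at 0.26 and Il17rb at -0.15. Lower values were seen for 14 of 17 NF-κB target genes (Tnip1 -0.14, Birc3 -0.12), 13 of 14 proinflammatory cytokine genes (Il33 -0.24, Ifng -0.74) and 18 of 24 chemokine and receptor genes (Cx3cr1 -0.37, Ccl22 -0.79). The adjusted p by fry was 0.905 for the IL-17 targets, the IL-17 axis, the NF-κB targets and the chemokines, and 0.772 for the cytokines. Camera with the preset correlation called the cytokines (adjusted p = 0.0138), the chemokines (0.0282) and the NF-κB targets (0.0617), but with the estimated correlation these were at 0.752, 0.791 and 0.791. Without control mouse 4 the medians of the IL-17 targets and the chemokines turned from -0.047 and -0.18 to 0.021 and 0.026, and that of the NF-κB targets went from -0.12 to -0.00058. Interferon response genes were higher in 16 of 18 cases (Ifi27l2a 0.53, Ifit1 0.78, Rtp4 0.59), with an adjusted p of 0.907. Anti-IL-17A/F mouse 2 carried this direction, as 15 of the 18 were at their highest there, and without it the median turned from 0.13 to -0.19 and Rtp4 to -0.27, with Ifi27l2a at 0.12 and Ifit1 at 0.061.

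Markers of immune cells were also mostly lower. All 12 pan T cell genes had negative log2 fold changes, with a median of -0.28 (Cd3e -0.28, Lat -0.34, Skap1 -0.43), and so did all 13 measured genes of the cytotoxic lymphocyte list, with a median of -0.36 (Prf1 -0.31, Fasl -0.81). That list holds Ccl5 and Xcl1. Macrophage and monocyte genes were lower in 12 of 13 cases (C1qb -0.72, C1qa -0.70), and Langerhans and dendritic cell genes in 10 of 11 (Cd207 -0.61, H2-Ab1 -0.45). The γδ T cell list had 9 of 12 genes lower and a median of -0.16, but a mean of 0.0053 because Blk (0.83) and Sox13 (0.62) were higher. Blk was rare, at 0.376 ± 0.210 CPM in control and 0.670 ± 0.376 CPM in anti-IL-17A/F mice. Among the 9 lower genes was the receptor chain gene Trdc (-0.23, SE 0.18). The 3 measured B and plasma cell genes had a median of -0.058. Adjusted p by fry was 0.827 for pan T cells, 0.772 for cytotoxic lymphocytes and for macrophages, 0.907 for γδ T cells and for Langerhans cells, and 0.939 for B cells. Without control mouse 3 the median of the macrophage list was -0.15 instead of -0.40 and that of the Langerhans list -0.074 instead of -0.32, which was -0.53 without control mouse 1. Leaving out 1 mouse moved the medians to -0.42 (without control mouse 1) and -0.15 (without 3) for pan T cells, to -0.69 (without control mouse 1) and -0.33 (without anti-IL-17A/F mouse 2) for cytotoxic lymphocytes, and to -0.29 (without control mouse 1) and -0.040 (without 4) for γδ T cells. For B cells the range was -0.19 (without anti-IL-17A/F mouse 3) to 0.11 (without control mouse 1).

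In the keratinocyte compartments, genes of the basal and suprabasal layers were close to level between the groups, with medians of -0.0057 over 13 genes and -0.00099 over 12 (adjusted p = 0.999 for both). Leaving out 1 mouse gave basal medians of -0.079 (without control mouse 1) to 0.036 (without 4) and suprabasal medians of -0.040 (without anti-IL-17A/F mouse 3) to 0.038 (without control mouse 2). In the basal layer Cdh3 was at 0.21 and Krt14 at -0.11, and in the suprabasal layer Ivl was at -0.12. Cornified envelope genes were lower in 16 of 21 cases, including Flg, the gene of filaggrin (-1.36, SE 0.51), Casp14 (-0.47, SE 0.13) and Klk7 (-0.74, SE 0.35), with an adjusted p of 0.827 and a median of -0.23, which was -0.10 without control mouse 3 and -0.45 without anti-IL-17A/F mouse 4. Barrier lipid genes were lower in 13 of 16 cases, by little (median -0.082, and -0.035 without control mouse 2, Pnpla1 -0.22, Aloxe3 -0.17, adjusted p = 0.772). Sebocyte genes were lower in 10 of 12 cases (Mc5r -0.31, Scd1 -0.34, adjusted p = 0.905, median -0.21, and -0.095 without control mouse 2). Hair follicle stem cell genes were higher in 9 of 10 cases, with a median of 0.36, which was 0.20 without control mouse 2 and 0.54 without control mouse 1 (Lgr5 0.52, Lhx2 0.39, Gli1 0.66, adjusted p = 0.827). Wnt pathway genes were higher in 12 of 16 cases (Nkd1 0.62, Fzd7 0.23), with Wnt16 lower (-0.57) and a median of 0.14, which was 0.077 without control mouse 1. The Wnt list means did not overlap between the groups and differed by 0.18 on the log2 scale (exact permutation p = 0.0286, adjusted over the lists 0.914), with an adjusted p by fry of 0.772. That list holds Wnt7a, which the study named from these same samples. The wound-healing list had 7 genes higher, led by Fn1, the gene of fibronectin (0.80, SE 0.18), which DESeq2 called (adjusted p = 0.0411) and edgeR did not, and 11 lower, such as Mmp9 (-0.58), with an adjusted p of 0.999.

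Genes of the hair shaft and inner root sheath varied more between mice than between groups. Their fitted log2 fold changes were positive in 17 of 18 cases, with a median of 0.22 (Msx2 0.53, Hoxc13 0.54, Dlx3 0.33, Krt35 0.50). Their list mean differed by -0.19, so the fitted values and the list mean differ in sign, and the adjusted p was 0.999. Without anti-IL-17A/F mouse 4 the median was -0.55. In that mouse the melanocyte list and the proliferation list were also at their highest, with means of 1.12 and 0.83 against 0.35 and 0.23 in the next highest mice, and so were the endothelial (0.61), adipocyte (0.62), fibroblast (0.41), hair follicle stem cell (0.35), erythrocyte (0.24) and Wnt (0.20) lists. Melanocyte genes were higher in 8 of 8 cases (Slc45a2 0.75, Dct 0.30) and proliferation genes in 16 of 18 (Cenpf 0.33, Bub1 0.46), with an adjusted p of 0.907 for both. Without anti-IL-17A/F mouse 4 these medians were -0.23 and -0.13.

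Fry called none of the remaining lists either. Endothelial genes were higher in 9 of 10 cases (Vwf 0.72, Pecam1 0.55, adjusted p = 0.827, median 0.35, and 0.17 without anti-IL-17A/F mouse 4) and fibroblast genes in 6 of 11 (Col1a2 0.46, adjusted p = 0.939, median 0.053, and -0.12 without control mouse 2 or -0.040 without anti-IL-17A/F mouse 4). Immediate-early and heat shock genes were lower in 13 of 15 cases (Egr1 -0.34, Jun -0.33, adjusted p = 0.907, median -0.29, and -0.11 without control mouse 3 or -0.46 without control mouse 1). Camera with the preset correlation called the endothelial list (adjusted p = 0.0321) and the immediate-early list (0.0982), but with the estimated correlation these were at 0.772 and 0.859. Senescence genes were lower in 6 of 8 cases (Mmp3 -0.42, Cdkn1a -0.10, adjusted p = 0.827) and circadian clock genes in 10 of 16 (Ciart -0.23, adjusted p = 0.907, median -0.027, and 0.014 without control mouse 3). Few genes were measured for adipocytes (3, median -0.016, mean 0.0019, adjusted p = 0.906), skeletal muscle (4, median -0.045, adjusted p = 0.772), erythrocytes (4, median -0.0038, adjusted p = 0.906) and Schwann cells (5, median -0.15, adjusted p = 0.827). Leaving out 1 mouse moved these medians to between -0.29 (without control mouse 2) and 0.40 (without 1) for adipocytes, -0.16 (without anti-IL-17A/F mouse 4) and -0.021 (without 2) for skeletal muscle, -0.15 (without anti-IL-17A/F mouse 4) and 0.096 (without 2) for erythrocytes, and -0.16 (without control mouse 4) and 0.00015 (without anti-IL-17A/F mouse 3) for Schwann cells.

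Fry called 0 of the 32 lists in the directional test, with 0 at an unadjusted p below 0.05, and 0 in the test of either direction. Camera with the preset correlation called 13 lists. The 3 higher ones were the Wnt, hair follicle stem cell and endothelial lists, and the 10 lower ones were the cytokine, chemokine, NF-κB, pan T cell, cytotoxic lymphocyte, macrophage, cornified envelope, barrier lipid, sebocyte and immediate-early lists. With an estimated correlation camera called 0, with a smallest adjusted p = 0.752 and 1 list at an unadjusted p below 0.05. The median of the estimated correlations was 0.33. Over all genes edgeR called no member of a list, and DESeq2 called 1, Fn1. Adjusted over the list alone, 6 lists had 1 each, which were Wnt7a in the Wnt list, Ccl5 in the chemokine and cytotoxic lists, Fn1 in the wound-healing list, Ngfr in the Schwann cell list and Cidec in the adipocyte list, and the other 26 lists had 0. Ccl5 and Wnt7a were also chosen by the study.

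**Figure D3:**
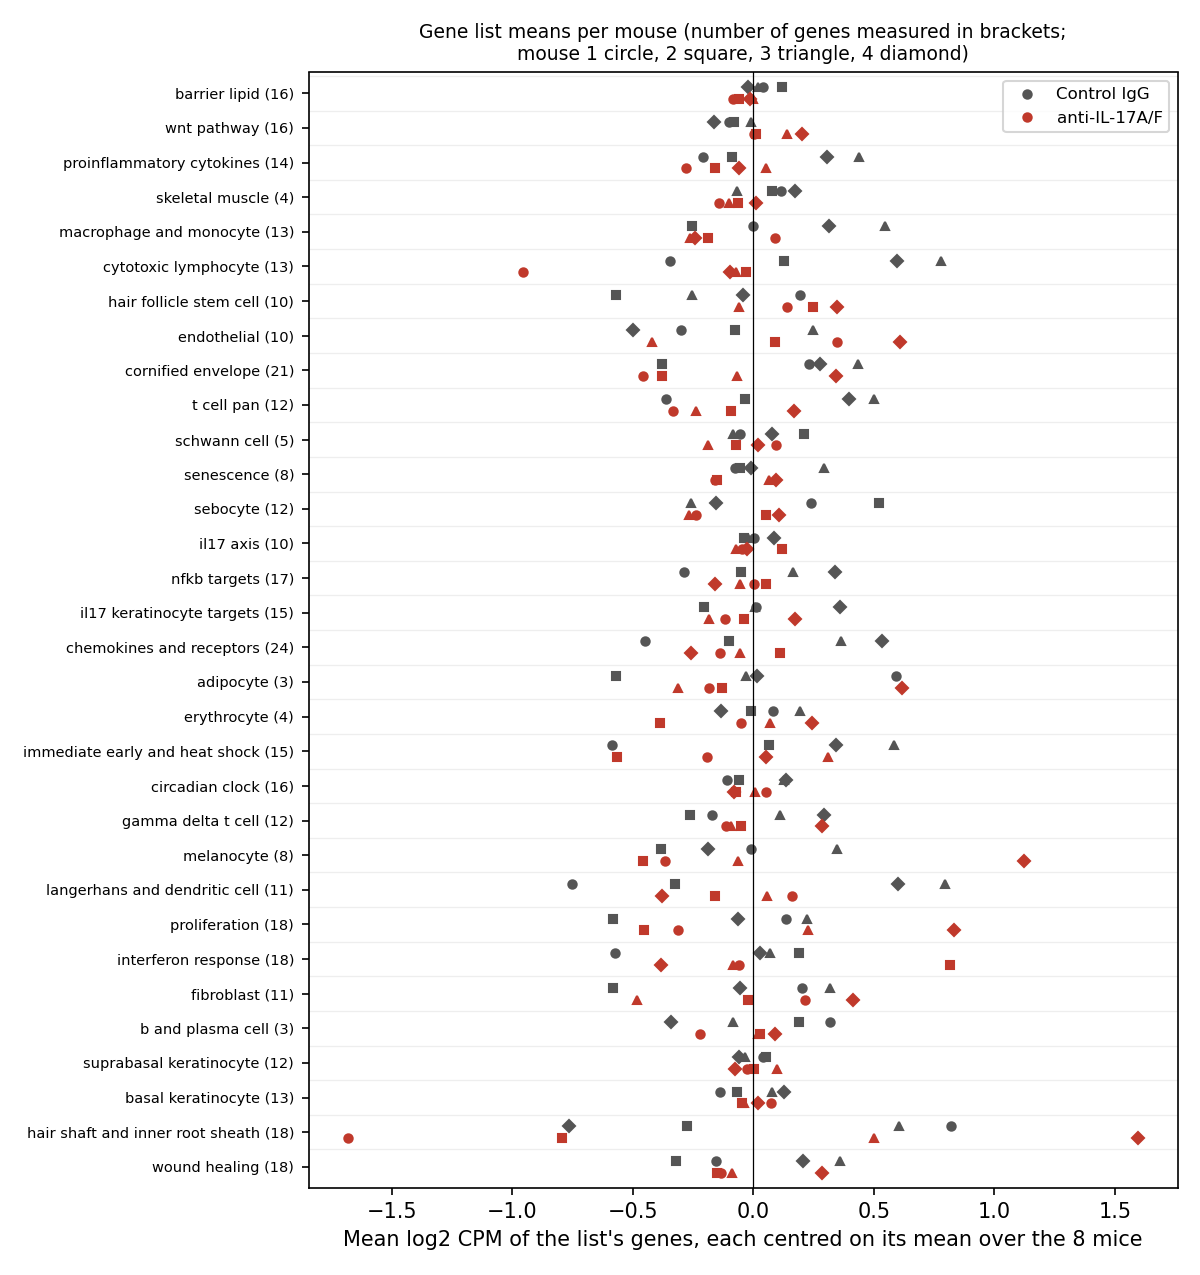
Mean log2 CPM of each of the 32 gene lists per mouse, every gene centred on its mean over the 8 mice, with control IgG in grey and anti-IL-17A/F in red. The hair shaft and inner root sheath list spreads from -1.68 in anti-IL-17A/F mouse 1 to 1.60 in anti-IL-17A/F mouse 4. Only the Wnt list, which holds the study's gene Wnt7a, separates the groups.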

Values the study reported

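The study treated mice that were 73 weeks old for 12 weeks with anti-IL-17A/F or an isotype control. For the bulk RNA sequencing it selected genes with a shrunken fold change beyond 1.25 and an adjusted P below 0.1. In the dermis of treated mice it analysed 16,975 CD45-positive cells and 33,262 cells negative for CD45 and EpCAM by single-cell sequencing.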

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

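Of the tests in this part, those of the growth phase and of sequencing depth were chosen only after the result was seen. A mouse was singled out where its gap to the nearest mouse of its group was a large part of the group's range, which chance does in about 1 in 20 groups. This happened in 14 of 348 groups (4.02%), so the number of such mice is no larger than chance gives.

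In the control group, mouse 1 was the lowest for Il17ra (gap of 0.889 of the range) and the highest for Klk7 (0.885). Anti-IL-17A/F mouse 1 was the lowest for the cytotoxic lymphocyte list (0.931). Anti-IL-17A/F mouse 2 was the highest for Cgnl1 (0.915) and had the lowest total count (0.842), 42816157. Anti-IL-17A/F mouse 3 was the highest for Sod2 (0.888) and Cdkn1a (0.921). Anti-IL-17A/F mouse 4 was the lowest for Il17rc (0.937) and the highest for Krt14 (0.930), Skap1 (0.907), the wound-healing list (0.855), the γδ T cell list (0.840) and the melanocyte genes Tyrp1 (0.841) and Dct (0.889).

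Hair shaft and inner root sheath genes were high in anti-IL-17A/F mouse 4, where 15 of the 18 were at their highest of the 8 mice, and Krt71 reached 59.1 CPM against 3.54 CPM in anti-IL-17A/F mouse 1. Sequencing depth is argued against, since the total of that mouse was 50766233 counts, inside the range of 42816157 to 53721153 of the other mice, and an effect of a single sequencing run as well, because the hair list was highest in that mouse in 2 of 2 runs. Hair follicles in the growth phase are a candidate explanation, as 2 of 2 lists that share no gene with the hair list, melanocyte and proliferation, were also highest there. The endothelial (0.61), adipocyte (0.62), fibroblast (0.41), hair follicle stem cell (0.35), erythrocyte (0.24) and Wnt (0.20) lists were highest in that mouse too, so a larger share of dermal or follicle-associated cells in its suspension stays open, and whether the antibody affects the hair cycle cannot be read from 1 mouse, since anti-IL-17A/F mouse 1 was the lowest.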

How the results depend on the processing

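The count of 0 genes by edgeR was also 0 with DESeq2-type size factors, without and with a stricter filter, in either sequencing batch, at an adjusted p below 0.05, without any single mouse (434 to 1039 genes at an unadjusted p below 0.05) and with limma-voom (1099). It was 11 with DESeq2 (751). With the 16 runs kept apart and batch as a term it was 142, 92 higher and 50 lower, which counts each mouse as 2 samples and so gives p-values that are too small. DESeq2 with the study's thresholds, but without its covariate for experimental batch, called 0 genes on the 8 mice. Alternatives chosen after seeing the data were those thresholds on the 16 runs (11 genes, with Wnt7a but without Ccl5, Cxcr3, Xcl1 and Tnf), with the replicate block (0), and DESeq2 without each mouse, and edgeR with the hair list or the T and Langerhans cell lists as a covariate (0 for both, with 838 and 1054 at an unadjusted p below 0.05). In the DESeq2 fit on the 16 runs Ccl5 had an adjusted p of 0.00244, but its shrunken log2 fold change of -0.18 missed the fold threshold. Each mouse counts as 2 samples in that fit. By DESeq2, 121 genes were called without control mouse 1, 0 without 2, 32 without 3 and 2 without 4, and 3, 5, 25 and 29 without anti-IL-17A/F mouse 1, 2, 3 and 4, so single mice decide that count. At the study's thresholds these counts were 37, 0, 3, 1, 0, 1, 4 and 8 in that order. Same-numbered mice correlated at -0.27, 0.25, 0.19 and -0.14, which shows no consistent pairing. These 4 values cannot exclude a structure shared by replicate number. With the replicate block edgeR called 0 genes and fry 0 lists, and control mice 2 and 3 alone correlated best with their own number. Fry called 0 lists under every alternative run, against 13 by camera with the preset correlation and 0 with an estimated one. The setting changed between the 2 camera runs was that correlation, 0.01 against estimates with a median of 0.33. For the Wnt list, however, the estimate was 0.017, and its adjusted p by camera still went from 0.0282 to 0.752. Treating the genes of a list as nearly independent therefore need not account for all 13 calls. Il17a and Il17f were below the filter, so they have values only without it (1.07 and -1.37), by DESeq2 (1.09 and -1.45) and as count ratios, and genes or lists removed by the stricter filter have none there.

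No result that turned its sign was called before or after, and the cause was not tested. In batch 2 alone these were Il17ra (0.0066), Il23a (0.18), Hba-a2 (0.011) and the suprabasal (0.00071) and erythrocyte (0.048) medians, and in batch 1 alone Mzb1 (0.052), Mylpf (0.013), Hba-a2 (0.033) and Hba-a1 (-0.035). With limma-voom they were Il17ra (0.010), Krt1 (0.00033), Dlx3 (-0.065), Krt35 (-0.60), Mzb1 (0.027), Tyrp1 (-0.040), Dct (-0.059), Cfd (0.17), Actn3 (-0.22) and Hbb-bs (-0.32). With the replicate block they were Krt35 (-0.17), Cfd (0.041), Actn3 (-0.0046), Mylpf (0.0040), Hbb-bs (-0.088), Hba-a1 (-0.00050) and the suprabasal (0.013), hair shaft (-0.22) and adipocyte (0.041) medians. Without a filter the medians of IL-17 targets (0.031), fibroblasts (-0.0059), adipocytes (0.015), skeletal muscle (0.015) and erythrocytes (0.0077) turned, and with the stricter filter that of the suprabasal list (0.00078). Leaving out each mouse gave ranges across 0 for the log2 count ratio of Il17f (-2.37 to 0.086) and for Il17ra (-0.043 to 0.032), Il23a (-0.28 to 0.21), Rtp4 (-0.27 to 0.87), Krt1 (-0.12 to 0.016), Dlx3 (-0.23 to 0.54), Krt35 (-0.69 to 0.85), Bub1 (-0.041 to 0.67), Plk1 (-0.060 to 0.63), Ighm (-0.37 to 0.11), Mzb1 (-0.20 to 0.078), Tyrp1 (-0.28 to 0.57), Dct (-0.23 to 0.46), Fabp4 (-0.14 to 0.86), Cfd (-0.29 to 0.40), Actn3 (-0.25 to 0.19), Mylpf (-0.086 to 0.064), Hbb-bs (-0.30 to 0.29), Hba-a2 (-0.18 to 0.13) and Hba-a1 (-0.13 to 0.091). The same held for the medians of IL-17 targets (-0.22 to 0.021), chemokines (-0.35 to 0.026), interferon response (-0.19 to 0.26), basal (-0.079 to 0.036) and suprabasal keratinocytes (-0.040 to 0.038), hair shaft (-0.55 to 0.54), proliferation (-0.13 to 0.41), clock (-0.075 to 0.014), B cells (-0.19 to 0.11), fibroblasts (-0.12 to 0.16), melanocytes (-0.23 to 0.49), adipocytes (-0.29 to 0.40), erythrocytes (-0.15 to 0.10) and Schwann cells (-0.16 to 0.00015).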

Other observations

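Of the tests in this part, those of Ccl5 and of Cxcr3, Xcl1 and Tnf were chosen only after the result was seen. So were those of Tnf with the immediate-early and other lists, of other splits for the edgeR count, and the 2 fits with a list as a covariate. Interferon response genes were high in anti-IL-17A/F mouse 2, where 15 of 18 were at their highest of the 8 mice and the list mean was 0.82, against -0.58 in control mouse 1. Oasl2 reached 13.0 CPM there and 1.74 CPM in anti-IL-17A/F mouse 4, and Ifit1 reached 2.88 CPM there and 0.436 CPM in control mouse 1. Without that mouse the median of the interferon list was -0.19. Langerhans and dendritic cell genes differed most within the control group, from -0.75 in mouse 1 to 0.80 in mouse 3, and Cd207, the gene of langerin, went from 5.31 to 21.6 CPM. The largest component of variation (28.8% of the variance) had anti-IL-17A/F mouse 4 and control mouse 1 at one end, and the next 2 (20.8% and 14.8%) did not separate the groups either (exact permutation p = 1, 0.429 and 0.371).

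No gene passed the edgeR test, and 35 of 35 splits of the 8 mice into 4 and 4 gave at least 0 genes, as they must, with 1 gene as the highest of the other splits. An unadjusted p below 0.05 was reached by 658 genes, and 21 of the 35 splits gave as many, up to 1935, so chance cannot be excluded for that number, nor for the 11 genes of DESeq2, which 19 splits matched. The splits with the most genes by DESeq2, 526 for mice 1 and 2 of both groups against mice 3 and 4 and 432 for the next, are a hint of a structure among the mice other than the treatment, but they are the highest of 35, edgeR called 0 genes for either, and no structure was tested. With the hair list as a covariate 0 genes passed, and 0 with the T and Langerhans cell lists, which decides nothing, since the edgeR count was at most 1 in all 35 splits, while 838 and 1054 genes then had an unadjusted p below 0.05, against 817 with no difference. Spread from hair cycle stage or immune content, small or absent treatment effects and other sources of spread stay open.

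Ccl5 was lower in the anti-IL-17A/F mice, with a difference of -1.47 on the log2 CPM scale (exact permutation p = 0.0571), and the mean of Cxcr3, Xcl1 and Tnf differed by -0.44 (p = 0.314 by the exact test). Relative to the pan T cell list Ccl5 differed by -1.22 (exact permutation p = 0.0286, the smallest possible), and its ratio of summed counts was 0.309 (95% interval 0.213 to 0.441), which argues against counting error as the whole cause, while fewer T cells stay open because a gene of 6 to 51 counts per mouse, named by the study from these samples, is too weak to exclude them. Relative to the same list the other 3 genes differed by -0.19 (exact permutation p = 0.314). Since their difference was not beyond chance before that step either, this test decides nothing, and fewer T cells stay open for them. Tnf, which differed by -0.40 (exact permutation p = 0.514), followed the immediate-early and heat shock list over the 8 mice (Pearson r = 0.954, permutation p = 0.000496, adjusted over 4 relations 0.00198, Spearman rho = 0.905, permutation p = 0.00456), and without the 2 mice farthest from the median r was 0.910 (permutation p = 0.0111), but Tnf also followed the pan T cell list (r = 0.782, permutation p = 0.0257) and the Langerhans list (r = 0.795, permutation p = 0.0204, adjusted 0.0343 for both), and r with the hair list was 0.229 (permutation p = 0.579). Relative to the immediate-early list the Tnf difference was -0.20 (exact permutation p = 0.486). Since the Tnf difference was not beyond chance before that step either, that test decides nothing about the groups. The correlations leave an immediate-early response that differed between the suspensions as a candidate for a part of the spread of Tnf between mice. T or Langerhans cell content, and for all 4 genes the treatment itself, stay open.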
